A study of Rattus norvegicus with 5 samples. Its data were reported in "Single-cell RNA-Seq analysis of molecular changes during radiation-induced skin injury: the involvement of Nur77" (2024).

How the data were processed

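Single cells of skin of Sprague-Dawley (SD) rats were measured in 5 libraries, 1 from control skin and 1 each from skin taken 7, 14, 28 and 60 days (d) after irradiation. Per the labels, the libraries were made with the droplet-based Single Cell 3' chemistry of 10x Genomics, and the reads were processed by the authors with Cell Ranger 5.0.0, STAR and Seurat 3.1.1 on the rat genome build Rnor_6.0. The deposited values are raw counts of unique molecular identifiers (UMIs) for each barcode and gene, with no normalization. All 5 libraries list the same 32623 gene rows with Ensembl identifiers and symbols. The lowest total of any barcode was 500 UMIs in 4 libraries and 501 in the 60 d library. The 2753 rows that share a symbol with another row were summed, which left 30017 symbols, 13 of them protein-coding genes of the mitochondrial genome. Gene names are those of the deposited files, which give no positions, and no coordinates were taken from another build.

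The filters, clustering, markers, gene lists, rule for named genes and alternatives were set before the data were examined. Barcodes were kept with at least 500 UMIs, at least 300 genes and at most 20% of UMIs from mitochondrial genes. Doublets were scored in each library against simulated doublets in the manner of Scrublet, with 2000 variable genes, 30 principal components, 2 simulated doublets per barcode and an expected share of 6%. Barcodes above the library's own score threshold were to be removed. That threshold called only 0.0088% of barcodes at 7 d and 0.0585% at 60 d, below the 0.5% at which a call was taken to have failed. After this was seen, the median threshold of the other 3 libraries, a score of 0.2905 (also the 14 d library's own), was used in those libraries. The calls then removed 1.22% of barcodes in control, 1.65% at 7 d, 1.14% at 14 d, 2.44% at 28 d and 1.88% at 60 d, all below the expected share, so doublets remain.

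Kept cells of all 5 libraries were clustered together without batch integration. Counts were scaled to 10000 per cell and log-transformed, 3000 variable genes were chosen within libraries, and 40 principal components gave a shared nearest neighbour graph with 20 neighbours. Leiden clustering at resolution 1.0 gave 35 clusters. Clusters were named from marker lists fixed in advance, of which 150 of 162 symbols were found. The scoring of the markers was adjusted several times after the clusters were seen, mainly so that undetected markers did not count and so that keratinocyte clusters rich in S100a8 and S100a9 were not read as neutrophils. A marker counted as raised at a log2 ratio of at least 1.0, with a prior of 10 CPM, over the 25th percentile of clusters, and when seen in at least 10% of the cluster's cells. A name needed at least 3 raised markers. A cluster stayed unnamed when none of that name's markers was among its 10 leading genes and either its median UMI count was under 1 part in 3 of that of its libraries or under 50% of the markers were raised. These rules named 34 clusters in 10 classes and left 1 cluster unnamed. Fibroblasts were clustered again in the same way after immediate early and heat shock genes had been removed from the variable genes.

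Raw counts were summed over the cells of a class in a library and given as CPM, scaled to the total UMIs of those cells. Sums carry exact Poisson 95% intervals, ratios the exact conditional binomial interval, and shares the exact Clopper-Pearson binomial interval. The interval of a difference between shares combines the exact bounds of both. A count of 0 was set to a floor of 3 counts for ratios. Because each group holds 1 library, there was no test between groups, and cells were not treated as replicates. Each irradiated library was compared with the control library, in fibroblasts and in keratinocytes. Shares of cells with a UMI of Nr4a1 were also taken after each cell had been thinned to 1000 UMIs, with shallower cells left out.

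Named genes are the 5 highest and the 5 lowest log2 ratios per class and library among genes with at least 50 CPM in either library, a UMI in at least 10% of that class's cells there, and at least 0.1 of the level of the class with the most in the same library. Mitochondrial, ribosomal protein and unnamed genes were left out, and a library needed 50 cells of the class. Nr4a1 in every class with at least 50 cells, Cdkn1a in fibroblasts and the most abundant members of the lists were named beside these. The Cdkn1a values of other classes were added after the data were seen.

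The lists held 367 symbols, of which 348 were found, in 20 lists for fibroblasts and 17 for keratinocytes. They cover p53 targets, immediate early, heat shock, extracellular matrix, myofibroblast, chemokine and cytokine, interferon response, MHC class II, senescence and secretory, NRF2 target, proliferation, lipid synthesis, fibroblast subtype, wound and stress keratinocyte, epidermal differentiation, basal epidermal and hair follicle genes. Further lists hold genes that the study's text names for its fibroblast subclusters FB1, FB3 and FB4, its regulators and its ligands. Keratin, collagen and haemoglobin lists served as signs of RNA from keratinocytes, fibroblasts and blood. A member counted as measured with at least 20 UMIs over both libraries. A list's median log2 ratio was ranked among the medians of 10000 random lists of the same size, drawn to match on mean expression in 20 bins. It is called outside when it lay beyond the central 95% of those random medians. Genes are not independent replicates, so this rank describes the libraries and is not a test.

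The alternatives were a strict filter (1000 UMIs, 500 genes, 10% mitochondrial), called doublets kept, Leiden resolutions 0.5 and 2.0, each library clustered on its own, scaling by the median ratio of genes with at least 50 UMIs in both libraries, the mean over cells of each cell's scaled counts, the thinned share, and minimums of 100 UMIs or 1 UMI for list members. After the data were seen, 2 more were added: removal of the 6% of cells with the highest doublet scores, and removal of clusters with low UMI counts together with a fibroblast sub-cluster led by keratin genes. The methods were tested on simulated data, with 200 genes per comparison set to a known ratio in counts drawn at the depth of these libraries. At least 99.0% of those genes came out with the right sign, and the intervals covered the set ratio for 93.0% to 99.0% of them. Of 200 lists without a set change per comparison, 3.5% to 7.0% were called outside. The highest values were 7.0% in fibroblasts at 7 d and 6.5% in fibroblasts at 28 d. This check covers counting error only. It cannot speak to variation between animals, dissociations or mixes of cells, because each group holds 1 library. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, leidenalg 0.10.2, scikit-image 0.26.0 and matplotlib 3.10.9.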

Results

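The data are 5 single-cell RNA sequencing libraries of rat skin: 1 of control skin and 1 each of skin taken 7, 14, 28 and 60 d after irradiation. The labels give no dose, and the study's text does not describe the 60 d library, so whether it shares the experiment and dose of the others is not known. Per the labels, the series asks how the cells of irradiated skin differ from those of non-irradiated skin at successive times. There were no replicates, so no test between groups was possible, and irradiation cannot be separated from the animal, the dissociation or the library preparation. The control library held 10875 barcodes with 113033291 UMIs in total, the 7 d library 12239 barcodes with 115467872 UMIs and the 14 d library 6012 barcodes with 70073362 UMIs. The 28 d library held 10721 barcodes with 87374165 UMIs and the 60 d library 9660 barcodes with 139566348 UMIs. The median depth per barcode was 8637 UMIs in control, 7569 at 7 d, 4082 at 14 d, 4108 at 28 d and 11650.5 at 60 d. More than 20% of UMIs came from mitochondrial genes in 6.4% of control barcodes, 7.44% at 7 d, 25.5% at 14 d, 14.1% at 28 d and 11.3% at 60 d. After filters and removal of called doublets, 10029 cells remained in control, 11118 at 7 d, 4320 at 14 d, 8813 at 28 d and 8387 at 60 d. Control, 7, 14 and 28 d, the libraries whose cells the study counts, hold 39847 barcodes, of which 34280 were kept here. All intervals are 95% intervals and cover counting error only. They are exact except for differences between shares, whose intervals combine the exact bounds of each share and are approximate.

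Clusters were named from markers fixed in advance, so each class name stands for cells that are like that type, and differences from the study may come from these rebuilt names. The 35 clusters held 12 of keratinocytes, with Krt15, Krt14 or Krt10 among the leading genes of several, and 8 of fibroblasts, most of them led by Dcn and collagen genes. Mural cells (pericytes and smooth muscle), endothelial cells, Schwann cells, skeletal muscle cells, mononuclear phagocytes, neutrophils, T and NK cells and mast cells made up the other classes. The cluster named mast cells also had Lyz2 and Plac8, genes of monocytes and related cells, among its leading genes. The cluster named skeletal muscle cells was led by Cpa1 and Lpl beside the myoblast markers Chodl and Myf5. S100a8 and S100a9, abundant in neutrophils, led keratinocyte cluster 2 together with Krtdap and Krt10, and the chemokine Cxcl3 was among the leading genes of fibroblast cluster 14. More than 70% of the cells came from 1 library in 8 of the 35 clusters, and such a cluster may be a feature of that library, not a cell type. The unnamed cluster, led by Tyrobp, Plac8 and Irf8, held 0.0698% of control cells, 0.0989% at 7 d, 9.44% at 14 d, 0.794% at 28 d and 0.0119% at 60 d.

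At 7 d, fibroblasts, the matrix-producing cells of the dermis, made up a larger share and keratinocytes, the cells of the epidermis and hair follicles, a smaller share than in control. Fibroblasts were 63.2% (62.3% to 64.1%) of kept cells against 35.1% (34.1% to 36.0%) in control, a difference of 28.2 percentage points (26.9 to 29.5). Keratinocytes were 17.0% against 48.6%, a difference of -31.6 points (-32.8 to -30.4). Immune cells together were 7.19% against 6.05%, a difference of 1.13 points (0.457 to 1.81) that turned below 0 with the strict filter and with libraries clustered on their own. Skeletal muscle cells were 1.66% against 0.708%. The cluster named mast cells held 2.05% against 1.09%, but that name is not stable: at Leiden resolution 2 mast cells were 0.270% against 0.429%, and their difference was also below 0 with the strict filter, with doublets kept and with libraries clustered on their own. Most keratinocytes of the 7 d library, 78.3%, lay in cluster 1, which held 24.9% of control keratinocytes, and 34.6% of its fibroblasts lay in cluster 0 where control had cluster 14 in front with 29.1%.

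At 14 d, fibroblasts were scarce and T and NK cells, endothelial cells and neutrophils made up more of the library than in control. Fibroblasts were 2.20% of kept cells (1.78% to 2.68%), 95 cells in all, a difference of -32.9 points (-33.9 to -31.8). Immune cells together were 23.1%, a difference of 17.0 points (15.7 to 18.4), with T and NK cells at 12.4% against 1.03%, mononuclear phagocytes at 5.83% against 3.04% and neutrophils at 4.35% against 0.897%. With the strict filter, neutrophils were 1.43% against 0.808%. Endothelial cells were 6.48% against 2.17%, and mural cells 8.24% against 5.80%. Keratinocytes were 47.4%, and the difference of -1.23 points (-3.02 to 0.567) had an interval that included 0 and turned above 0 with the strict filter. This library kept the fewest cells and lost the most barcodes to the mitochondrial filter, and its keratinocytes had a median of 24880 UMIs against 5006 in its fibroblasts.

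At 28 d, immune cells were more frequent than in control and fibroblasts remained below the control share. Immune cells were 30.1% (29.2% to 31.1%), a difference of 24.1 points (23.0 to 25.1), with T and NK cells at 16.9% and mononuclear phagocytes at 10.0%. The immune sum leaves out the unnamed cluster, which held far more of the 14 d library, so 14 and 28 d are not ranked. Fibroblasts were 8.85% (8.27% to 9.46%), a difference of -26.2 points (-27.3 to -25.1), and endothelial cells 1.06%. Keratinocytes were 50.01%, a difference of 1.42 points (-0.0216 to 2.85) whose interval included 0. It was 7.93 points (6.36 to 9.50) with the strict filter and turned below 0 when clusters with low UMI counts were left out. The T and NK cells of this library had a median depth of 1510.5 UMIs against 4143 in control, and the strict filter lowered the immune difference to 17.6 points.

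At 60 d, keratinocytes dominated the library, and immune cells together were near their control share. Keratinocytes were 77.7% (76.8% to 78.6%), a difference of 29.1 points (27.8 to 30.4). Fibroblasts were 8.62% (8.03% to 9.24%), a difference of -26.5 points (-27.6 to -25.3). Immune cells were 5.12%, a difference of -0.937 points (-1.61 to -0.264) whose interval included 0 at Leiden resolution 2 and with doublets kept, but its classes differed in direction, with T and NK cells at 3.27% against 1.03%, mononuclear phagocytes at 1.36% against 3.04% and neutrophils at 0.286% against 0.897%. Schwann cells, at 1.71% against 1.53%, and skeletal muscle cells, at 0.847% against 0.708%, had differences whose intervals included 0. Shares of a library sum to 100%, so that a larger share of one class lowers the others.

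**Figure D1:**
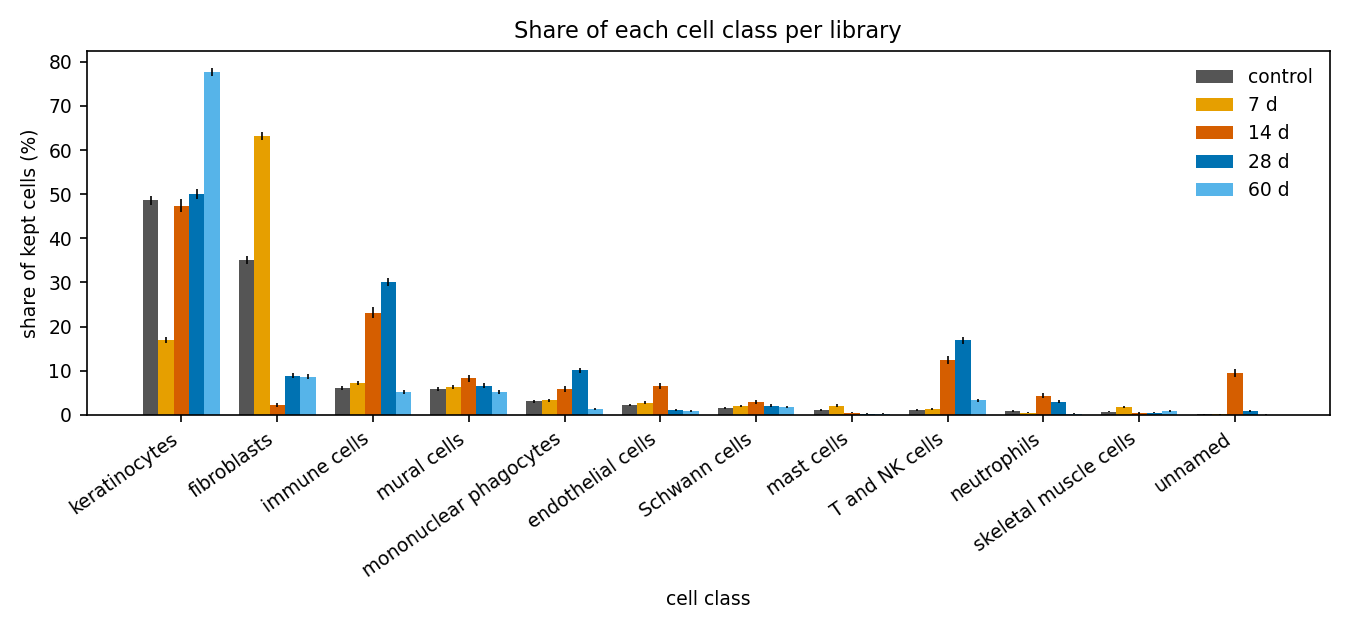
Bars give the share of kept cells (%) of each cell class in the control, 7, 14, 28 and 60 d libraries, with exact 95% intervals for counting error as black lines and immune cells as the sum of 4 classes. Fibroblasts stand at 35.1% in control, 63.2% at 7 d and 2.20% at 14 d, and keratinocytes at 77.7% at 60 d.

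Nr4a1 (ENSRNOG00000007607), which encodes the nuclear receptor Nur77 and is an immediate early gene, is the gene on which the study centres. In fibroblasts it was at 175 CPM (UMIs scaled to the total of the class; 171 to 180) in control and at a higher level in each irradiated library, 336 (331 to 340) at 7 d, 323 (278 to 372) at 14 d, 355 (337 to 374) at 28 d and 339 (324 to 354) at 60 d. These are 1.92-fold (1.86 to 1.97), 1.84-fold (1.59 to 2.13), 2.03-fold (1.91 to 2.15) and 1.93-fold (1.84 to 2.03) the control level, log2 ratios of 0.94, 0.88, 1.02 and 0.95. The intervals of the irradiated libraries overlap, so no order in time among them could be read, and the 14 d value rests on 189 UMIs in 95 cells. After thinning to 1000 UMIs per cell, a Nr4a1 UMI was seen in 14.2% (13.0% to 15.4%) of control fibroblasts, 22.2% at 7 d, 24.4% (15.6% to 35.1%) at 14 d, 21.1% at 28 d and 21.4% at 60 d, with 200, 385, 13, 41 and 55 shallower cells left out. Unthinned, the shares were 46.5%, 58.6%, 53.7%, 44.9% and 49.8%, at median depths of 11150.5, 8675, 5006, 3736.5 and 6568 UMIs. In mononuclear phagocytes, a class with low Nr4a1, the thinned shares were 7.02%, 12.3%, 6.06%, 5.49% and 12.5%, at median depths of 6111, 6299.5, 4867.5, 4223 and 6446 UMIs.

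Nr4a1 was not higher in every class. In keratinocytes it was at 156 CPM in control, 173 at 7 d, 32.5 at 14 d, 109 at 28 d and 103 at 60 d, log2 ratios of 0.15, -2.26, -0.51 and -0.59. In endothelial cells it was at 244 in control and at 275, 151, 145 and 91.0 in the irradiated libraries. Schwann cells had 159 in control and 370, 547, 575 and 452 in the irradiated libraries, and T and NK cells had 79.1 and then 258, 150.4, 551 and 651. Mural cells had the highest control level, 467, against 414, 572, 381 and 550.04 in the irradiated libraries. Mononuclear phagocytes had 57.5 in control and 140, 76.6, 56.7 and 156 in the irradiated libraries, and neutrophils 125 in control and 249, 170 and 211 at 7, 14 and 28 d. The mixed cluster named mast cells had 282 in control and 1228 at 7 d, from 109 and 228 cells, while Leiden resolution 2 gave this class only 43 and 30. Skeletal muscle cells had 59.4 in control, 138 at 7 d and 233 at 60 d. The control values of neutrophils and skeletal muscle cells rest on 22 and 26 UMIs. The thinned shares of neutrophils were 11.5% in control, 10.9% at 7 d, 10.5% at 14 d and 18.5% at 28 d. Those of skeletal muscle cells were 7.25% in control, 7.82% at 7 d and 9.86% at 60 d. In each of these classes the intervals of the thinned shares overlapped, so a rise there is not clear.

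Within fibroblasts the level of Nr4a1 differed more between sub-clusters than between irradiated libraries. Sub-cluster 6, led by Igfbp3 and Slc26a7, had 144 CPM (120 to 171) in control and 758 (729 to 789) at 7 d. Sub-cluster 14, led by Crabp1 and 90.5% from the 7 d library, had 963 there, and sub-cluster 12, led by Edn3, Cd24 and Rspo3, had 611 at 28 d and 906 at 60 d. Sub-cluster 0, led by Mnda and Myoc and 95.02% from the 7 d library, had 434 in control and 237 at 7 d. Sub-cluster 2, led by Cxcl3 and 93.0% from control, had 101 in control and 580 at 7 d, where it held 70 cells. Several sub-clusters come mostly from 1 library and may be that library, not a cell state.

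Cdkn1a (ENSRNOG00000000521), the p53 target that encodes the cell cycle inhibitor p21, was higher in fibroblasts of each irradiated library than in those of control. It was at 178 CPM (173 to 182) in control, 1023 (1015 to 1031) at 7 d, 564 (504 to 628) at 14 d, 569.5 (546 to 594) at 28 d and 299.8 (286 to 314) at 60 d, log2 ratios of 2.53, 1.67, 1.68 and 0.76. In keratinocytes it was at 459.8 in control, 866 at 7 d, 169 at 14 d, 328 at 28 d and 179 at 60 d. At 7 d it was higher than in control in every class measured, for example 1334 against 485 in endothelial cells, 881 against 199.7 in Schwann cells and 852 against 408 in mononuclear phagocytes. Later it was below control in some classes, at 90.05 against 131 in T and NK cells at 14 d, and at 60 d at 381 against 505 in mural cells and 349 against 408 in mononuclear phagocytes.

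**Figure D2:**
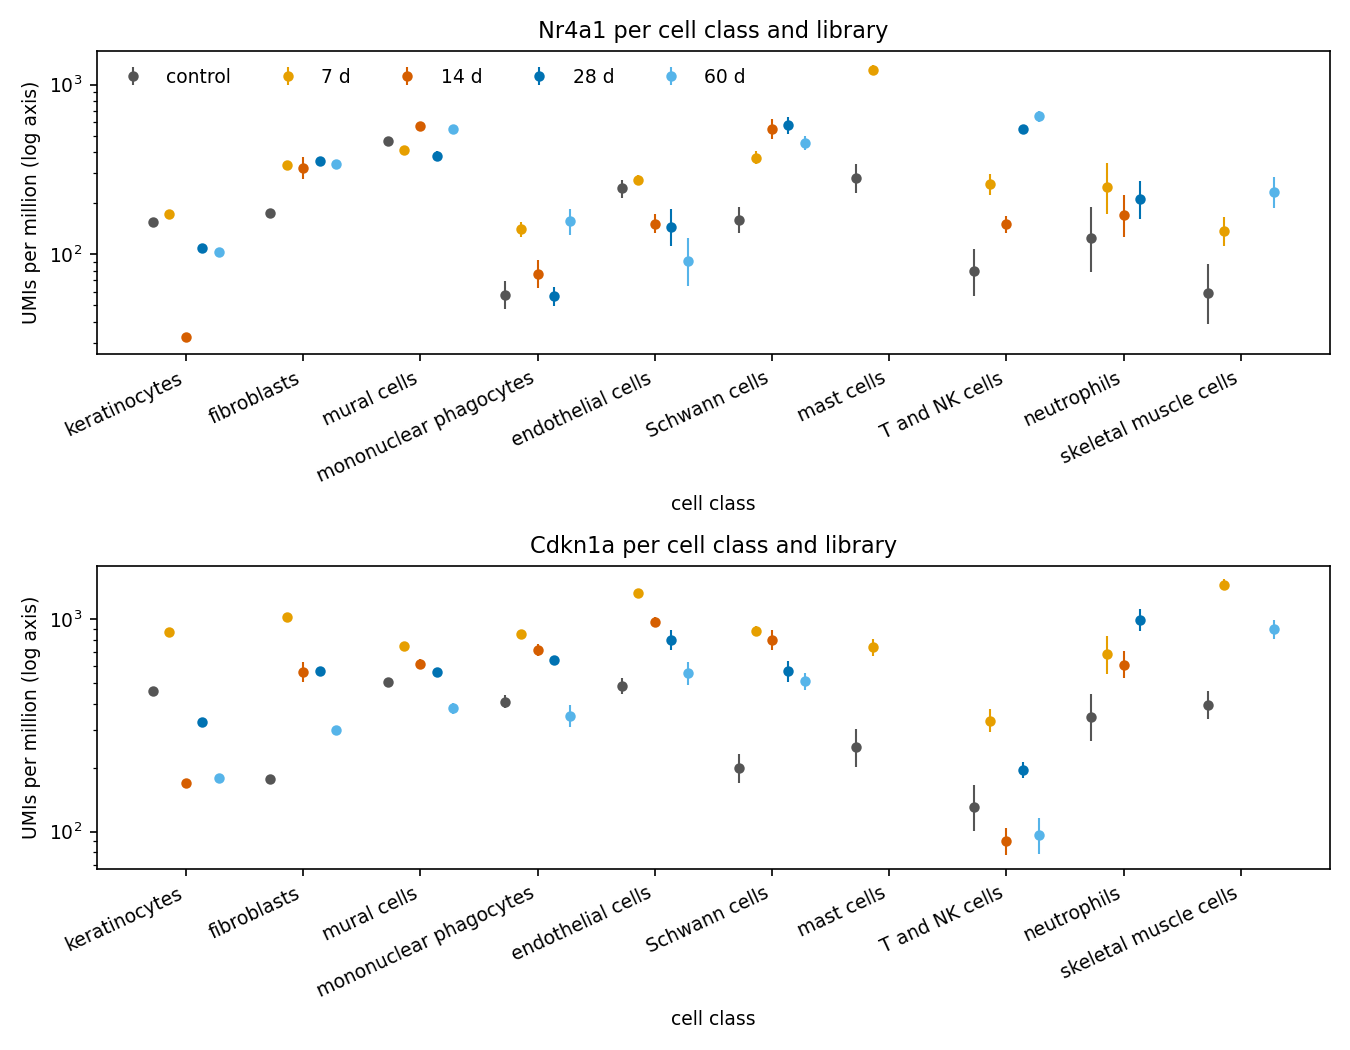
Points give CPM on a log axis for Nr4a1 (top) and Cdkn1a (bottom) in each cell class of the control, 7, 14, 28 and 60 d libraries, with exact Poisson 95% intervals as lines, for classes with at least 50 cells in the library. Nr4a1 stands at 175 in control fibroblasts and between 323 and 355 in the irradiated ones, while in keratinocytes it stands at 156 in control and 32.5 at 14 d.

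Fibroblasts at 7 d had higher levels of p53 targets, interferon response genes, immediate early genes and heat shock genes than control fibroblasts, and lower levels of inflammatory chemokines. Of the p53 targets, 20 of 24 measured members were higher, with a median log2 ratio of 0.70 and Mdm2, the ubiquitin ligase that restrains p53, at 671 CPM against 102. Of the interferon response genes 27 of 28 were higher, with a median of 1.33, Ifi27 at 1961 against 708 and the transcription factor Irf1 at 788 against 207. Of the immediate early genes, a list that includes Nr4a1, 20 of 27 were higher, with a median of 0.98 and Fos at 5232 against 1592, and all 10 heat shock genes were higher, with a median of 0.68 and the inducible chaperone Hspa1b at 4906 against 1619. The chemokine and cytokine median was -0.50, with 15 of 22 lower, Ccl2, which draws monocytes, at 5844 against 17292 and Cxcl1, which draws neutrophils, at 6795 against 13492. These medians, like those of proliferation (-0.93, 20 of 23 lower), myofibroblast (-0.45), fibroblast subtype (-0.43), NRF2 target (-0.31), senescence and secretory (-0.23) and lipid synthesis genes (-0.20), lay outside the central 95% of random lists.

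The genes named by the fixed rule at 7 d were RT1-T24-3, at 347 CPM (343 to 352) against 7.79 (6.93 to 8.74), and RT1-T24-4, at 186 against 14.3, both from a cluster of similar MHC class I genes among which reads may be misassigned. Abcb1a, an efflux pump of the cell membrane, was at 139 against 5.31, the interferon-inducible Ifi27l2b at 1419 against 79.5, and Mdm2 completed the 5 highest. The 5 lowest were the neutrophil chemokine Cxcl3, at 339 against 2502, the interleukin 33 receptor Il1rl1, at 37.6 against 195, Tnmd, at 17.3 against 65.6, the secreted pattern receptor Ptx3, at 277 against 949, and Cemip2, at 25.5 against 85.8. Cxcl3 also had the lowest ratio in endothelial cells of this library, at 11.8 against 374, so its fall was not particular to fibroblasts. Inside the central 95% were the medians of extracellular matrix genes (-0.09), MHC class II genes (0.42), and the study's FB3 genes (0.26), regulators (-0.26) and ligands (0.22), and of its FB1 genes (0.02, below 0 with both other scalings). The study's FB4 genes, at a median of 0.75, lay outside. The study chose its FB genes on rat skin of this series and its regulators on human and rat skin, so these are not independent evidence, while its ligands come from its mouse skin. Keratin genes, a sign of RNA from keratinocytes, were lower, with a median of -0.76, while the median over all genes with at least 50 UMIs in both libraries was 0.07.

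The 95 fibroblasts of the 14 d library had higher interferon response genes, p53 targets, immediate early genes, chemokines and proliferation genes than those of control. Interferon response genes were higher in 25 of 28 measured members, with a median of 1.74 and Cxcl10 at 1496 CPM against 365. The p53 target median was 0.54 with 18 of 23 higher, and the immediate early median 0.63 with 18 of 26 higher. The chemokine and cytokine median was 1.15 with 14 of 20 higher, among them Cxcl14 at 6627 against 1219, while Ccl2, at 6784, and Cxcl1, at 4641, stood below control. Proliferation genes had a median of 0.90 with 18 of 22 higher, among them Top2a at 30.7 against 5.34, and senescence and secretory genes a median of 0.47 with 15 of 21 higher. Apod, a lipid-binding protein of papillary and nerve-associated fibroblasts, was at 17944 against 2098, and the collagen gene Col3a1 at 14607 against 34103.

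By the fixed rule, the highest ratios at 14 d were those of Esm1, a secreted proteoglycan best known from endothelial cells, at 518 (461 to 579) against 0.872 (0.6002 to 1.22) with a UMI in 14.7% of the 95 cells, then RT1-T24-3 at 482 against 7.79, Ifi27l2b at 2145 against 79.5, the inhibitory Fc receptor gene Fcgr2b at 59.8 against 2.75 and Abcb1a at 109 against 5.31. The lowest were Hmgn3, at 5.12 (1.06 to 14.97) from 3 UMIs against 57.1, Stmn2, at 13.7 against 135, the matrix gene Aspn, at 25.6 against 235, Il1rl1, at 22.2 against 195, and Cxcl3, at 307 against 2502. The study's FB4 median was 1.96 and its FB1 median -1.13, both outside the central 95%. The MHC class II median of -1.52 lay outside too, but came out above 0 as a mean over cells. Inside were extracellular matrix (-0.04), myofibroblast (0.31), NRF2 target (-0.31) and lipid synthesis genes (0.26), the study's FB3 genes (-0.87) and regulators (-0.55), keratin genes (0.02), and, each with the other sign as a mean over cells, heat shock (-0.17) and fibroblast subtype genes (-0.10) and the study's ligands (0.46). The median over all genes was 0.02, and with 585475 UMIs in this class a member seen a few times weighs on these medians. Cluster 12 led with 34.7% of these fibroblasts, where control had cluster 14, with Cxcl3 and Ptx3 among its leading genes, in front.

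Fibroblasts at 28 d again had higher immediate early genes and p53 targets and lower inflammatory chemokines. The immediate early median was 1.02 with 19 of 27 higher, Fos at 6324 CPM against 1592 and Jun at 6812 against 1431. The p53 target median was 0.73 with 22 of 24 higher and Mdm2 at 323 against 102. The interferon response median was 0.64 with 22 of 28 higher and Irf1 at 605 against 207, and the heat shock median 0.49 with 8 of 10 higher, although Hspa8 was at 1587 against 2960. The chemokine and cytokine median was -0.38 with 14 of 22 lower and Ccl2 at 2079 against 17292. The matrix protein gene Postn was at 410.5 against 1505 and Tnc, a matrix gene of wounds, at 214 against 60.3. Keratin genes were higher in these fibroblasts, with a median of 2.02 and Krt10 at 814 against 114.

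By the fixed rule, Y_RNA, the sum of many small RNA genes, was at 108 (97.8 to 119) against 4.36 (3.72 to 5.08) at 28 d, Abcb1a at 64.9 against 5.31, RT1-T24-3 at 71.7 against 7.79, the signalling gene Wnt5a at 96.9 against 10.9 and Vault, a small RNA, at 137 against 15.5. The lowest were the urokinase receptor gene Plaur, at 1.51 against 54.0, Cxcl3, at 86.1 against 2502, Smdt1, of the mitochondrial calcium channel, at 3.79 against 63.2, Aprt, of adenine salvage, at 17.2 against 211, and Il1rl1, at 16.4 against 195. Y_RNA was also among the highest ratios of Schwann, endothelial and mural cells and mononuclear phagocytes of this library, at log2 ratios of 5.45, 4.80, 4.33 and 5.18. Smdt1 and Aprt were also far lower in other classes of this library. So were some chemokines, among the lowest ratios there: Ccl2 in mural cells, at 631 against 5479, and Cxcl3 in endothelial cells, at 2.27 against 374. The median of the chemokine list was not taken in other classes, so how far its fall is shared was not tested. The study's FB4 median of 1.49 lay outside the central 95%. Inside were extracellular matrix (-0.20), myofibroblast (0.29), MHC class II (0.84), senescence and secretory (0.36), NRF2 target (-0.27), proliferation (0.75), lipid synthesis (0.33) and fibroblast subtype genes (-0.20) and the study's ligands (0.58). Also inside were 3 of the study's lists whose sign turned with another scaling, FB1 (0.06), FB3 (-0.07) and the regulators (0.16). The all-gene median was 0.16, so small positive values are partly that shift. Cluster 11 led with 28.5% of these fibroblasts, not the Cxcl3-rich cluster 14 of control.

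Fibroblasts at 60 d still had higher immediate early genes and p53 targets than control fibroblasts. Chemokines, extracellular matrix and myofibroblast genes were lower in this library, which was not so for each of them in every earlier library. The immediate early median was 0.95 with 19 of 27 higher and Fos at 9159 CPM against 1592. The p53 target median was 0.65 with 20 of 24 higher. The chemokine and cytokine median was -1.41 with 17 of 22 lower, Ccl2 at 1788 against 17292 and Cxcl1 at 4086 against 13492. The extracellular matrix median was -0.35 with 19 of 24 lower and Col3a1 at 17247 against 34103, and the myofibroblast median -0.33 with 8 of 14 lower and Postn at 698 against 1505. MHC class II genes, at a median of -2.33, and NRF2 targets, at -0.51, were also outside, as were the study's FB4 genes, at 2.31, with Rida at 107 against 19.1.

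By the fixed rule, the highest ratios at 60 d were Tgm3, a transglutaminase of the epidermis, at 71.1 (64.4 to 78.4) against 6.74 (5.94 to 7.62), RT1-T24-3 at 75.3 against 7.79, the nuclear receptor gene Nr2f2 at 54.6 against 7.87, the secreted phospholipase Pla2g2a at 2354 against 345 and the Wnt enhancer Rspo3 at 57.8 against 8.69. Tgm3 was at 538 in keratinocytes of the same library, and keratin genes had a median of 1.33 in these fibroblasts, all 9 measured members higher. The lowest were Il1rl1, at 1.21 against 195, Cxcl3, at 19.4 against 2502, Plaur, at 2.60 against 54.0, Neurl3, at 4.16 against 65.4, and Cyp1b1, an enzyme of steroid and xenobiotic oxidation, at 10.6 against 142. Inside the central 95% were interferon response (0.47) and fibroblast subtype genes (-0.04), the study's FB3 genes (0.59) and regulators (-0.12), and, with signs that turned under another scaling, heat shock (0.09), senescence and secretory (0.02), proliferation (0.47) and lipid synthesis genes (-0.06), the study's ligands (0.09) and its FB1 genes (-0.08). Over all genes the median was 0.22. Cluster 0 led with 32.1% of these fibroblasts, again not cluster 14, so the chemokine values compare different fibroblast populations. Some chemokines were also among the lowest ratios of other classes at 60 d. Cxcl3 was at 0.35 against 367 in mural cells, and Cxcl1 at 344 against 8192 in mononuclear phagocytes. Whether the control library was high in chemokines across its classes was not tested. Haemoglobin genes had under 3 measured members in fibroblasts and keratinocytes of every library, so their list has no median.

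Keratinocytes at 7 d had higher interferon response genes and p53 targets and lower differentiation and hair follicle genes than control keratinocytes. Interferon response genes were higher in 22 of 28 measured members, with a median of 1.70 and Ifi27 at 1094 CPM against 338. The p53 target median was 0.91 with 19 of 24 higher and Cdkn1a at 866 against 459.8. Epidermal differentiation genes had a median of -0.78, with the suprabasal keratins Krt1 at 527 against 3624 and Krt10 at 874 against 4505. Hair follicle genes were lower in 21 of 23, with a median of -0.86. The immediate early median was -0.24, the lipid synthesis median -0.31 and the senescence and secretory median -0.15 (above 0 with either other minimum of UMIs per member), each outside the central 95%, as was the MHC class II median of -0.37, which came out above 0 as a mean over cells.

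Among the highest ratios at 7 d by the fixed rule were the antimicrobial lectin Reg3g, at 254 (249 to 260) against 0.354 (0.222 to 0.536), Pln, best known from muscle, at 132 against 2.30, S100a4 at 2219 against 181 and Aebp1 at 302 against 34.2. Pln was at 620.1 in mural cells and Aebp1 at 1922 in fibroblasts of the same library, and collagen genes, a sign of RNA from fibroblasts, had a median of 1.26 in these keratinocytes with Col1a1 at 1510 against 529. The lowest were the skin chemokine Ccl27, at 89.0 against 1002, Ndufa4l2 at 25.3 against 266, Paqr5 at 8.91 against 65.9, Apoc1 at 73.8 against 528, and Ptges, of prostaglandin synthesis, at 21.9 against 157. Inside were heat shock (0.34), chemokine and cytokine (0.31), NRF2 target (-0.05), proliferation (-0.07), wound and stress (0.38) and basal epidermal genes (0.12, below 0 when scaled by the median ratio) and the study's regulators (-0.32). The all-gene median was 0.14. Cluster 1 held 78.3% of these keratinocytes against 24.9% of those of control, so these values compare different mixes of keratinocytes.

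Keratinocytes at 14 d had far higher levels of genes of the wounded and inflamed epidermis and far lower levels of hair follicle genes. Wound and stress keratinocyte genes were higher in 13 of 15 measured members, with a median of 1.36, S100a8 at 8027 CPM against 5.89 and the wound keratin Krt17 at 26403 against 10931. Interferon response genes were higher in 24 of 28, with a median of 1.64. Hair follicle genes were lower in 22 of 23, with a median of -3.70, all 27 immediate early genes were lower, with a median of -2.26, and heat shock genes had a median of -0.99. The basal epidermal median was -1.05 with the basal keratin Krt15 at 290 against 5880, although Krt5 was at 7456 against 4461. Collagen genes were lower, with a median of -6.34, in a library with few fibroblasts.

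By the fixed rule, the highest ratios at 14 d were the secreted whey acidic family gene Wfdc18, at 2614 (2600.4 to 2627) against 0.290 (0.172 to 0.458), the carbonic anhydrase Car2, at 269.7 against 0.0322, and Trem3, at 68.0 against 0.0322, each of the latter from 2 UMIs in control, with log2 ratios of 13.03 (11.18 to 16.08) and 11.04 (9.19 to 14.09). S100a8 and S100a9, subunits of the antimicrobial calprotectin, followed, with S100a9 at 7103 against 11.8 and at 23088 in neutrophils of this library. The lowest were Dkk3 at 0.236 against 50.1, the follicle stem cell factor Lhx2 at 0.853 against 98.1, Ccn2 at 1.41 against 104, Cyp1b1 at 2.61 against 191 and Id2 at 1.32 against 61.3. Cluster 2 held 69.1% of these keratinocytes and none of those of control, so these values compare different keratinocyte populations. Inside the central 95% were p53 targets (-0.60), senescence and secretory (0.06), proliferation (0.06) and lipid synthesis genes (-0.43) and the study's regulators (-1.60), and, with signs that turned under another scaling, chemokines (-0.28), MHC class II genes (-0.08), NRF2 targets (-0.36) and differentiation genes (-0.45). The median over all genes was -0.38.

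Keratinocytes at 28 d had higher wound and stress genes and higher suprabasal keratins, and hair follicle genes again stood below control. The wound and stress median was 1.15 with 12 of 14 higher and Sprr1a, of the cornified envelope, at 1334 CPM against 441. The differentiation median was 0.42, with Krt10 at 15680 against 4505 and Krt1 at 9841 against 3624. Hair follicle genes were lower in 20 of 23, with a median of -1.54 and the follicle keratin Krt79 at 53.7 against 749. Immediate early genes had a median of -0.85 and heat shock genes of -0.49, while MHC class II genes, at 0.67, senescence and secretory genes, at 0.39, and lipid synthesis genes, at 0.31 with Fabp5 at 8286 against 1554, were above the random lists. Collagen genes had a median of -2.73, and the interferon response median of 0.06, outside the central 95%, came out below 0 as a mean over cells.

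By the fixed rule, Wfdc18 was at 1259 (1250.3 to 1267) against 0.290 at 28 d, S100a8 at 1094 against 5.89, the wound keratin Krt16 at 201 against 10.96, Cotl1 at 90.6 against 6.36 and 5S_rRNA, a sum of many gene copies, at 69.2 against 5.47. The lowest were Tomm6, of the mitochondrial import pore, at 4.74 against 70.7, Ccn2 at 7.27 against 104, Krt79, the tight junction gene Cldn3 at 4.38 against 50.2, and the protease Klk7, which acts in shedding of the outer epidermis, at 4.59 against 51.9. Tomm6 was highest in Schwann cells of this library, at only 5.45. 5S_rRNA was also among the highest ratios of Schwann cells and mononuclear phagocytes at 28 d, at log2 ratios of 4.52 and 4.80. Neither gene need thus be particular to keratinocytes. Inside were chemokines (-0.39), NRF2 targets (-0.26), basal epidermal genes (0.15) and the study's regulators (-0.60), and, with signs that turned under another scaling, p53 targets (-0.17) and proliferation genes (-0.10). Over all genes the median was -0.22. Cluster 2 led with 27.5% of these keratinocytes.

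Keratinocytes at 60 d had lower hair follicle, differentiation and chemokine genes than control keratinocytes. Hair follicle genes were lower in 21 of 23, with a median of -2.05 and Sox9 at 112 CPM against 309.9. The differentiation median was -1.27 with 10 of 14 lower, among them Sbsn at 656 against 1451, while Krt10, at 7987 against 4505, was higher. The chemokine and cytokine median was -1.02 with 20 of 22 lower and Ccl20 at 557 against 1779. The immediate early median was -0.66, the MHC class II median -1.13 and the collagen median -2.89. Basal epidermal genes, at 0.27, and proliferation genes, at 0.16, lay above the random lists, with Krt5 at 8126 against 4461.

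By the fixed rule, the highest ratios at 60 d were Wfdc18, at 628 (624 to 633) against 0.290, S100a8 at 303 against 5.89, S100a9 at 326 against 11.8, Cotl1 at 50.3 against 6.36 and the urate oxidase Uox at 87.0 against 14.4. The lowest were the cornified envelope gene Cnfn at 16.2 against 159, Klk7 at 5.61 against 51.9, the barrier transcription factor Grhl3 at 19.2 against 159, Lmo7 at 7.11 against 50.7 and Cyp1b1 at 26.8 against 191. Inside were p53 targets (-0.46), heat shock (-0.27), interferon response (-0.38), senescence and secretory (-0.31), NRF2 target (-0.46) and wound and stress genes (-0.48), the study's regulators (-0.95) and lipid synthesis genes (-0.17, above 0 when scaled by the median ratio). The median over all genes was -0.19. Cluster 3 led with 31.5% of these keratinocytes, against cluster 1 in control.

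**Figure D3:**
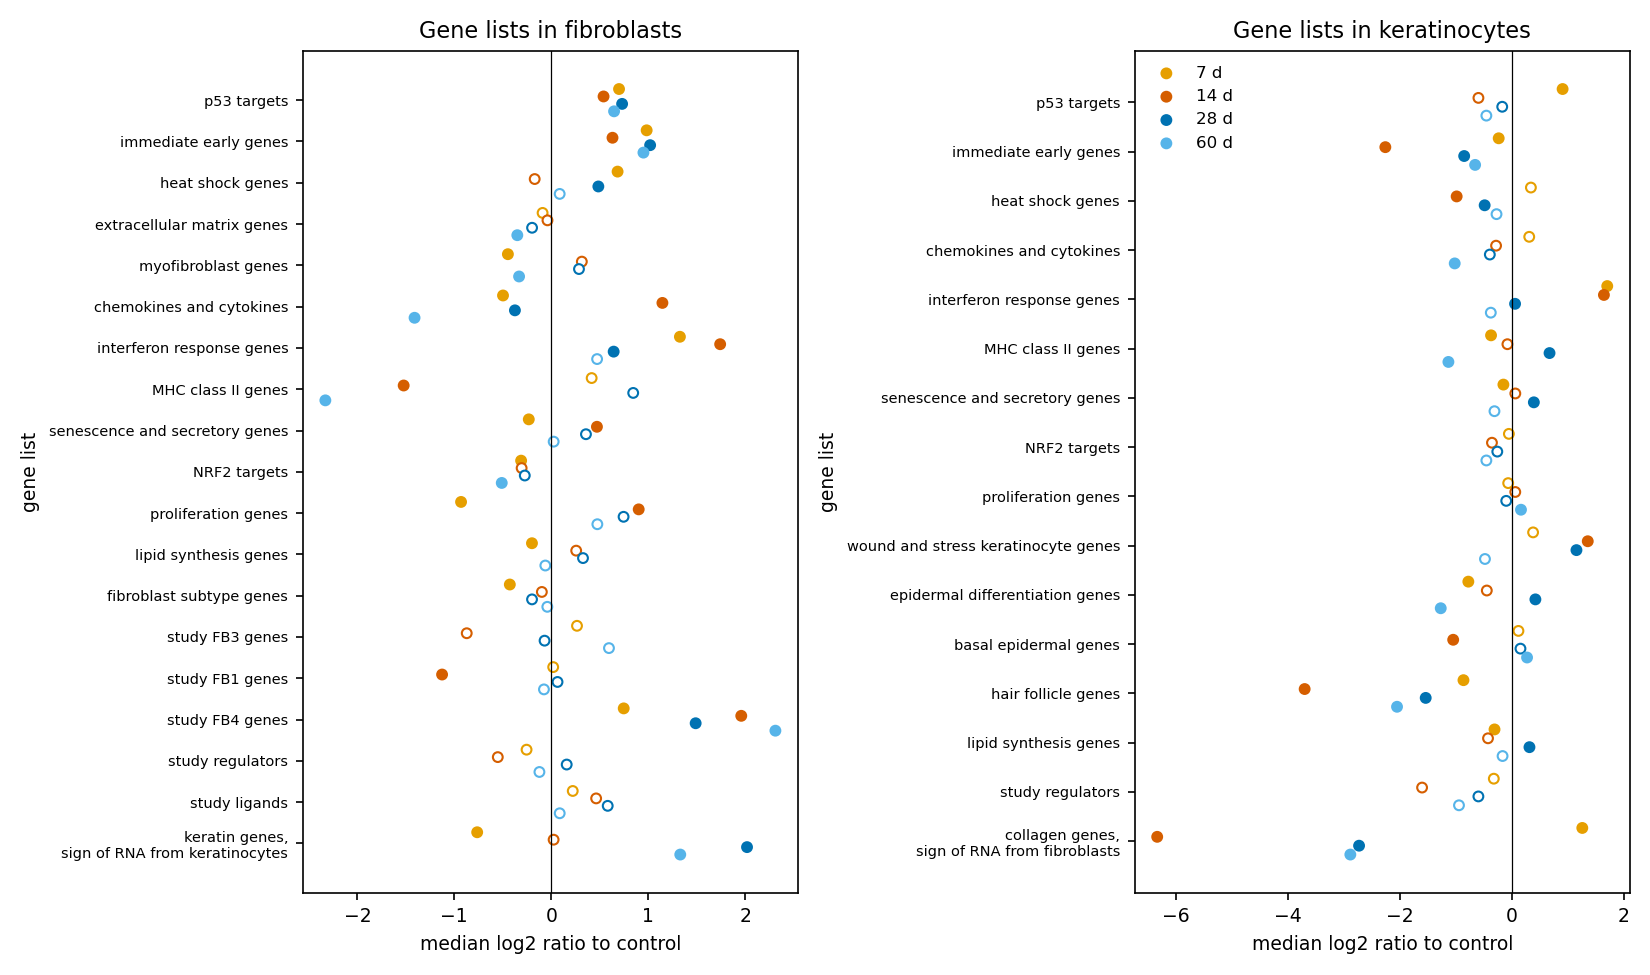
Points give the median log2 ratio to control of each gene list in fibroblasts (left) and keratinocytes (right) at 7, 14, 28 and 60 d, filled where the median lies outside the central 95% of random lists and open where it lies inside. In fibroblasts the 4 p53 target medians lie between 0.54 and 0.73, and in keratinocytes the 4 hair follicle medians lie between -3.70 and -0.86.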

Values the study reported

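For the unirradiated skin and the skin taken 7, 14 and 28 days after irradiation, the study gives a total of 30,281 rat cells past its quality control. Its text counts 158 differentially expressed genes in rat skin at 7 days, 97 higher and 61 lower. For 14 days it counts 349 genes, 102 higher and 247 lower, and for 28 days 358 genes, 150 higher and 208 lower.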

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

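The tests of free RNA, of the amount of dermis, of whole-library differences at 28 d and of a response shared with keratinocytes were chosen only after the results were seen, and the differences between time points were not tested.

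Nr4a1 was higher in fibroblasts of each irradiated library than in those of control. Free RNA of other cells is argued against as its origin, since Nr4a1 over all kept cells was at most 0.867 of its level in fibroblasts in every irradiated library. A rise of Nr4a1 in every class was not seen at 14, 28 and 60 d. There the log2 ratio of keratinocytes was -0.51 or lower (highest upper bound -0.47). But other clusters led the keratinocytes of these libraries than those of control. Such a change of mix could hide a dissociation response shared by every class, so this value cannot decide against one. A dissociation response shared by some classes remains open: over 26 pairs of a library and a class other than fibroblasts and keratinocytes the median log2 ratio was 0.96, with 20 above 0, and the immediate early median of other classes was above 0 in 7 of 8 at 7 d, 6 of 6 at 14 d, 4 of 6 at 28 d and 5 of 6 at 60 d, but above the random lists in only 7, 3, 3 and 4 of them, while the Nr4a1 log2 ratio of endothelial cells was -0.69, -0.75 and -1.42 at 14, 28 and 60 d. Another mix of sub-clusters remains open too. Within sub-clusters the median log2 ratio was 0.50 over 22 pairs, 16 of them above 0 and 5 with intervals below 0, from -0.87 to 2.53. Of these pairs 13 were at 7 d, with a median of 0.58. The only pair at 14 d, sub-cluster 3 with 31.6% of those fibroblasts, was at -0.53 (-0.88 to -0.20), so the 14 d rise was not seen within it. At 28 d sub-cluster 3 was at -0.62, and sub-clusters 8 and 11 were at 2.26 and 0.60. Irradiation, which the design names, also remains open and was not tested, with 1 library per group.

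Fibroblasts were 2.20% of kept cells at 14 d against 35.1% in control. A piece with less dermis is argued against by the joint share of endothelial, mural and Schwann cells, 17.5% against 9.50%. Part of that difference of 8.04 points (6.77 to 9.34) follows from the fibroblast fall itself, since shares sum to a fixed total. But the same fall would also raise keratinocytes, and these were at 47.4% against 48.6%. Endothelial, mural and Schwann cells together were thus not scarcer relative to keratinocytes. Loss of fibroblasts to the filters is argued against as well, because Col1a1, Col3a1 and Dcn together stood in the removed barcodes of 14 d at 0.213 of their level in the kept cells, although the highest such ratio of any library was 2.52. A different release of fibroblasts during dissociation and a biological loss after irradiation remain open and untested.

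Genes far lower at 28 d were sought among those with at least 50 CPM in control fibroblasts and control keratinocytes. Of these, 11 had a log2 ratio to control of -2 or less in fibroblasts and keratinocytes alike. They were Aprt, Btf3, Cyp1b1, Gnas, Mpc2, Ppia, Rps10, Smdt1, Tnfaip6, Vbp1 and Zbed5. Their log2 ratio was -1 or less in 96.7% of 61 pairs with another class, with a median of -2.80 and a range from -6.52 to -0.26, against 11.8% of the 8521 pairs of all 1591 genes at that control level; among the 30 pairs where the class's own control level was at least that of all kept cells, so that free RNA weighs less, it was 96.7% as well, with a median of -2.75. This fits a difference of the whole library, and Ppia, a housekeeping gene, was at 111 CPM against 550.4 in fibroblasts and at 344 against 1478 in keratinocytes. A cause in preparation, counting, the animal or its biology could not be separated, and the genes are not particular to this library: Ppia was at log2 ratios of -0.68, -1.49 and -0.85 in fibroblasts at 7, 14 and 60 d, Cyp1b1 at -3.74 in fibroblasts at 60 d against -2.05 at 28 d, and Tnfaip6 at -5.94 and -5.12 in keratinocytes at 14 and 60 d against -4.66 at 28 d.

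The following results had intervals or ranks on opposite sides of control at different time points. The fibroblast share difference was 28.2 points at 7 d and -32.9 at 14 d, 61.04 points apart. The keratinocyte share difference was 29.1 points at 60 d and -31.6 at 7 d, 60.7 points apart. The immune share difference was 24.1 points at 28 d and -0.937 at 60 d, 25.01 points apart, although the 60 d interval included 0 at Leiden resolution 2 and with doublets kept. In fibroblasts, the chemokine and cytokine median log2 ratio was 1.15 at 14 d and -1.41 at 60 d, 2.56 apart. The inflammatory chemokines Ccl2, Cxcl1 and Cxcl3 stood below control at 14 d as well as at 60 d, so these did not change direction. The 14 d median rests on 95 cells. The senescence and secretory median of fibroblasts was 0.47 at 14 d and -0.23 at 7 d, 0.70 apart. The proliferation median of fibroblasts was 0.90 at 14 d and -0.93 at 7 d, 1.83 apart. The keratin median of fibroblasts was 2.02 at 28 d and -0.76 at 7 d, 2.78 apart. In keratinocytes, the MHC class II median was 0.67 at 28 d and -1.13 at 60 d, 1.81 apart. The senescence and secretory median of keratinocytes was 0.39 at 28 d and -0.15 at 7 d (above 0 with either other minimum of UMIs per member), 0.54 apart. The differentiation median of keratinocytes was 0.42 at 28 d and -1.27 at 60 d, 1.69 apart. The basal epidermal median of keratinocytes was 0.27 at 60 d and -1.05 at 14 d, 1.32 apart. The lipid synthesis median of keratinocytes was 0.31 at 28 d and -0.31 at 7 d, 0.62 apart. The collagen median of keratinocytes was 1.26 at 7 d and -6.34 at 14 d, 7.59 apart.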

How the results depend on the processing

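Removal of the cells with the highest doublet scores and of low-UMI clusters were alternatives chosen only after the data were seen. Of 248 values of the shares, of Nr4a1, of Cdkn1a and of the list counts under an alternative, 202 stayed within the counting interval or count limit, 44 moved beyond it, among them keratinocyte differences at 14 and 28 d that crossed 0 from intervals including 0, and 2 crossed 0 from an interval above it. Of 1540 values of named genes and lists, 1418 stayed and 122 moved, some list medians across 0. The cause was not tested for any of the values that follow.

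The fibroblast share difference, 7 d, ranged from 27.8 to 29.6 points, the fibroblast share difference, 14 d, from -33.5 to -30.1, the fibroblast share difference, 28 d, from -26.9 to -24.2, and the fibroblast share difference, 60 d, from -27.3 to -24.9. Nr4a1 in fibroblasts stayed above control in all alternatives, with log2 ratios of 0.65 to 0.98 at 7 d, 0.78 to 1.15 at 14 d, 0.57 to 1.10 at 28 d and 0.59 to 1.08 at 60 d, as did Cdkn1a, with 2.42 to 2.56, 1.37 to 1.90, 1.52 to 1.75 and 0.53 to 0.83. The keratinocyte difference ranged from -4.09 to 1.45 points at 14 d and from -0.655 to 7.93 at 28 d, so its direction there is open.

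With the strict filter, the fibroblast difference was 29.6 points at 7 d and -24.3 at 28 d, the keratinocyte difference -33.9 at 7 d, 1.45 at 14 d and 7.93 at 28 d, the immune difference -0.138 at 7 d, where the sign turned, 14.3 at 14 d and 17.6 at 28 d, and Nr4a1 at 60 d 1.03. With each library clustered on its own, the keratinocyte difference at 7 d was -33.9, the immune difference at 7 d -0.459, again with the sign turned, Cdkn1a at 14 d 1.90, and 14 list medians of fibroblasts at 14 d lay outside the central 95%, against 9. At Leiden resolution 2, the immune difference at 7 d was 0.189. With called doublets kept, it was 0.0128, Nr4a1 at 60 d was 0.83, and Cdkn1a was 2.44 at 7 d, 1.57 at 28 d and 0.60 at 60 d.

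With the 6% highest doublet scores removed, the immune difference at 28 d was 25.2 points, Nr4a1 was 0.98 at 7 d and 1.04 at 60 d, and 11 list medians of fibroblasts at 28 d lay outside, against 7. With low-UMI clusters and the keratin-led sub-cluster left out, the fibroblast share difference, 14 d, was -30.1, the fibroblast share difference, 28 d, -24.2 and the fibroblast share difference, 60 d, -24.9, the keratinocyte difference -4.09 at 14 d and -0.655 at 28 d, and Nr4a1 at 60 d 1.08. As a mean over cells, Nr4a1 was 0.82, 1.15, 0.88 and 0.81 and Cdkn1a 2.42, 1.37, 1.58 and 0.58 at 7, 14, 28 and 60 d. Scaled by the median ratio, Nr4a1 was 0.86 at 7 d, 0.86 at 28 d and 0.73 at 60 d, and Cdkn1a 2.45, 1.52 and 0.53. As a thinned share, the Nr4a1 log2 ratio was 0.65 at 7 d, 0.57 at 28 d and 0.59 at 60 d. Depth limits the fibroblasts of 14 d most, with 585475 UMIs in 95 cells.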

Other observations

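These values and genes were all chosen after the values were seen, and no explanation of them was tested. In T and NK cells the cytokine gene Il17a was at 11.9 CPM in control, 111 at 7 d, 1047 at 14 d, 5098 at 28 d and 913.5 at 60 d, and Il17f at 7.91, 46.9, 311, 473 and 52.0. Il22 had no UMI in control T and NK cells (upper bound 7.29) and was at 20.1, 31.2, 129.8 and 24.2 in the irradiated libraries, while Ifng was at 5.93 in control and at 14.7, 35.6, 17.3 and 61.0. The class mix differs between libraries: cluster 6, led by Il17a, held 53 of 103 T and NK cells in control, 77 of 154 at 7 d, 324 of 536 at 14 d, 1363 of 1490 at 28 d and 168 of 274 at 60 d.

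In mononuclear phagocytes Spp1 (osteopontin) was at 38.7 CPM in control, 13.3 at 7 d, 3276 at 14 d, 1138 at 28 d and 121 at 60 d. Cd207, the langerin gene of Langerhans cells, was at 699 in control and at 843, 617, 4337 and 2015 in the irradiated libraries, and the complement gene C1qa at 3566 and then 1941, 394, 522 and 1337. In this class cluster 33, led by Spp1, held 1 of 305 cells in control and 97 of 252 at 14 d, cluster 17, with Cd207 among its leading genes, 39 in control and 667 of 885 at 28 d, and cluster 19, with C1qa among them, 265 in control and 20 at 14 d.

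Among the 8 other classes with enough cells at 7 d, the p53 target median was above 0 in all 8, from 0.26 to 1.35, and outside the random lists in 7, and the interferon response median was above 0 in all 8, from 1.15 to 2.27. At 14 d the interferon response median was above 0 in 6 of 6 other classes, from 0.52 to 1.48, but in only 2 of 6 at 28 d, from -0.44 to 0.39, and 2 of 6 at 60 d, from -1.09 to 0.59. The p53 target median was above 0 in 5 of 6 at 14 d, 4 of 6 at 28 d and 5 of 6 at 60 d, and above the random lists in 2, 4 and 2 of them. The heat shock median was above 0 in 8 of 8 at 7 d, with a lowest value of 0.0008, 2 of 6 at 14 and at 28 d and 3 of 6 at 60 d, and above the random lists in 6, 0, 1 and 2 of them. The unnamed cluster held 497 cells, 408 of them at 14 d, where Irf8 was at 2204 CPM against 425 in mononuclear phagocytes, Ighm at 925 against 44.6 and Siglech at 388 against 0.666, with Tyrobp at 9529 and the B cell gene Ms4a1 at 0.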
